A study of Mus musculus with 20 samples. Its data were reported in "Molecular and epistatic interactions between pioneer transcription factors shape nucleosome dynamics and cell differentiation" (2025).

How the data were processed

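Chromatin accessibility was measured by ATAC-seq in 20 samples: 17 of KH2 mouse ES cells carrying a doxycycline-inducible Gata6 cassette, collected before induction (d0, 3 samples), 8 h and 16 h after induction (3 samples each), and at day 1 (3 samples), day 2 (3 samples) and day 4 (2 samples), and 3 of XEN cells, which were not induced. Groups were taken from the sample titles. The treatment labels list longer exposures to doxycycline for the groups titled 8 h, 16 h, day 1 and day 2, namely 16, 24, 48 and 72 h, while the 96 h listed for day 4 match its title. The titles were used throughout.

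The authors trimmed the reads with cutadapt, aligned them to mm10 with bowtie2, removed duplicates and reads of low mapping quality, shifted read ends for the Tn5 insertion, kept short fragments and counted them in each GATA6 peak with bamsignals. The deposited accessibility values are in RPM, reads scaled by the size of the library, which the authors corrected for library size and averaged over the libraries of a group, without division by the width of the region. From the low values, 1 read appears to have been added to every region of each library before averaging. The table listed 42403 GATA6 regions in 105 columns, of which 7 held ATAC values, 1 per group. A further 52 columns held per-sample values of other assays and were not used here. The authors' motif scores for each region (FIMO matches to JASPAR matrices) were used as deposited, as a score per region, only to describe regions. The deposited categories, which have no unit, were also used as the authors gave them: the GATA6 cluster (Early&Constant, Late or Transient, from k-means of input-normalised GATA6 ChIP over all time points), the SOX17 and pluripotency TF (PTF: OCT4, SOX2 and ESRRB) classes from MACS2 peak calls, the accessibility class at d0, whose limits were not stated, the class of ES cell histone marks, and the class of GATA6 binding change on Oct4 knockdown at day 2, for which the authors used DESeq2. The accessibility class refers to d0 itself, and both the cluster and the knockdown class rest on GATA6 binding, so these categories are not independent of each other or of the d0 column.

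The planned tests assumed a column per replicate. The columns turned out to be averages and hold no spread between replicates, so no p-value was computed across regions from them. Where an SD is printed beside the change of a set, the change comes from the averaged columns over all regions, and the SD is that of the set median over the recovered libraries of the later group, at the regions with recovered reads. It leaves out the spread at d0. A library's set median is a whole number of reads or midway between such numbers, so that it moves in steps, and an SD smaller than the step of 1 read does not measure how close the libraries are. The step was computed at each set median of each library. Comparisons with random lists and rank correlations across regions describe the averaged columns only. Changes were computed as differences of log2(RPM + 0.03), where 0.03 RPM is the 10th percentile of all positive values rounded to 1 digit. A log2 change on this scale understates the change of regions with low values. Regions past a 2-fold change were counted, a set of regions was summarised by the median of its log2 values in each column, and the change of a set was the difference of these medians between columns, called the difference of medians. The median of the changes of single regions, which need not be the same number, is called the median region change. Each set was also compared with 10000 random lists of regions of the same size matched on deciles of the mean value. Odds ratios were computed from the counts, with 95% confidence intervals from the standard error of the log odds ratio, and no test was run on them. They treat regions as units although neighbouring regions are not independent.

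An average of normalised read counts is a sum of whole multiples of what 1 read is worth in each library. At 24753 regions all columns kept more than 12 significant digits, and there the reads of single libraries were recovered by finding, among the 2500 lowest values of a column, the step sizes that recur as differences between values, and then the whole numbers of reads that give each value within 1e-07 reads. The search was tested on simulated data: all reads were right for columns of 1, 2 and 3 libraries of 25000 regions, and no solution was returned for values shifted at random. A first version failed this test for 3 libraries and was revised, which left the result for the deposited columns as it was. In the deposited columns 3 libraries were found at 8 h, 16 h, day 1 and day 2, and 2 at day 4 and in XEN cells, with 99.9% to 100% of values decoded, against a required share of 95%. The 16 libraries carry letters in arbitrary order, since no label ties them to a sample. The d0 column gave no solution, so 8 h was taken as the baseline of all tests on libraries. That choice, like the recovery itself, was made after the data were seen. The 24727 regions decoded in all 6 columns lie on 12 chromosomes and make up 58.3% of the regions. Their median was 0.0813 RPM at d0 against 0.0777 RPM for all regions, and 27.6% were Early&Constant against 28.0%.

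Recovered libraries were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, without robust estimation) on log2(RPM + 0.03), in a fit with a mean per group. A region was past the threshold at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 1 on the log2 scale. An F test over the 14 KH2 libraries used no minimum change. Tested on simulated data with 200 of 24727 regions changed by 2 on the log2 scale, limma found 195 (97.5%) with 11 false calls, and made 0 calls where nothing had been changed. The changed regions were drawn from those above the median, and the simulated libraries shared a mean profile without a factor per library. The recovered 8 h libraries differed in total by a ratio of 1.88, a spread that the simulation does not cover. Set medians per library were compared by two-sided exact permutation tests. With 3 libraries against 3, or 2 against 3, the smallest p these tests allow is 0.1, and with 2 against 2 it is 0.333. In all, 150 such comparisons were made (25 measures in 6 contrasts). The lowest adjusted p was 0.231 after Benjamini-Hochberg correction, so none could pass 0.05.

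The number of reads per recovered library, inferred from the step sizes, was between 181 M and 288 M except for a XEN library of 43.3 M. A read was worth 0.00347 RPM in the deepest library and 0.0231 RPM in the shallowest. The median region held 5 reads in the shallowest XEN library and 37 in the deepest by this measure (day 2), for a counting SD of 44.7% and 16.4%. These figures cover counting error only. The depth of the d0 libraries is unknown.

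Genes and positions came from GENCODE vM21 on mm10. Regions were annotated at their midpoint, with promoters defined as positions within 1000 bp of the start of any transcript of a protein-coding gene. Named regions were chosen by a rule: the 3 regions with the largest gain and the 3 with the largest loss at day 4 against d0 past the 2-fold threshold, the largest gain in each cluster and the largest loss among Transient regions, and for Gata6, Sox17, Gata4, Sox7, Pdgfra, Nanog, Esrrb and Tfcp2l1 the region with the highest mean value within 100 kb of the transcription start. The rule also required each day 4 sample to differ from each d0 sample in the same direction, which averaged columns cannot show. The groups, the comparisons, this rule and most alternatives were fixed before the data were examined. The alternatives were pseudocounts of 0.006 and 0.15 RPM, median-centring and quantile normalisation of the columns, leaving out the lowest 25% of regions, autosomes only, means in place of medians, matching on d0 accessibility, closed and accessible regions defined as the lowest 1 of 3 and the highest 1 of 10 equal parts of d0 values with or without division by width, and, on recovered libraries, other thresholds, no trend, only the compared groups and each library left out in turn. Subtracting the lowest value of each column and centring each chromosome were added after the data were seen. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.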

Results

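ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into exposed DNA, was used to follow chromatin accessibility at 42403 regions bound by GATA6 at some point of its induction in mouse ES cells or in XEN cells. KH2 ES cells, which express Gata6 when doxycycline is added, contributed 17 samples in 6 groups: d0 (3 samples), 8 h (3), 16 h (3), day 1 (3), day 2 (3) and day 4 (2). XEN cells, an established line of extraembryonic endoderm that was grown without LIF and not induced, contributed 3 samples. Each group is represented by the authors' average in RPM, so the group values below carry no SD of their own. Whole reads of 16 single libraries could be recovered for 24727 of the regions, from all groups but d0. These libraries held between 181 M and 288 M reads, apart from a XEN library of 43.3 M, and between 541455 and 1995505 reads in the recovered regions, apart from 177620 in that XEN library. The XEN average resolved into 2 libraries although 3 samples are labelled, and the number of libraries in the d0 average could not be determined.

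The summed accessibility of all regions was 6408 RPM at d0, 6432 RPM at 8 h, 7137 RPM at 16 h, 8959 RPM at day 1, 14053 RPM at day 2, 10635 RPM at day 4 and 8199 RPM in XEN cells. The median region rose from 0.0777 RPM at d0 to 0.161 RPM at day 2 and was at 0.129 RPM at day 4. Over all regions the median log2 change against d0 was 0.03 at 8 h, 0.11 at 16 h, 0.31 at day 1, 0.69 at day 2, 0.52 at day 4 and 0.40 in XEN cells. The median of the log2 values of a column shifted by 0.16 at 16 h, 0.39 at day 1, 0.83 at day 2, 0.56 at day 4 and 0.49 in XEN cells. Changes relative to all regions, given beside the others below, are differences of medians and changes of single regions minus this shift, or median region changes minus the median change of all regions. All regions were bound by GATA6, so this subtraction removes any change that they share. The libraries of a group also differed in their total. Over the recovered regions it ranged from 2650 to 4973 RPM at 8 h, a ratio of 1.88, from 2829 to 5756 RPM at 16 h, from 4232 to 6937 RPM at day 1, from 6651 to 9505 RPM at day 2 and from 6012 to 6320 RPM at day 4. The log2 total was 1.16 higher at day 2 than at 8 h (two-sided exact permutation test, p = 0.1, n = 3 and n = 3), and at day 1 it was 0.50 higher (exact p = 0.3). In this design 0.1 is the smallest p the test allows.

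**Figure D1:**
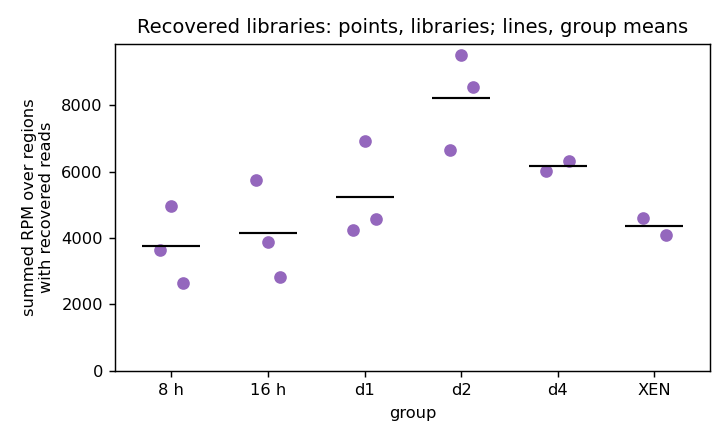
Summed accessibility (RPM, vertical axis from 0) over the 24727 regions with recovered reads in each of the 16 recovered libraries (points) by group, with group means as lines. The libraries at 8 h span 2650 to 4973 RPM and those at day 2 span 6651 to 9505 RPM, while the pair at day 4 lies at 6012 and 6320 RPM.

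To find when accessibility changed, regions past a 2-fold change against d0 were counted in the averaged columns, without a replicate check. There were 0 such regions at 8 h and 2 at 16 h (1 higher, 1 lower), 1933 at day 1 (1930 higher, 3 lower), 16212 at day 2 (15616 higher, 596 lower) and 16231 at day 4 (13147 higher, 3084 lower), the last being 38.3% of all regions. The pseudocount moved these counts most: with 0.006 RPM there were 14 regions at 8 h and 33 at 16 h, and with 0.15 RPM there were 179 at day 1. Centring each column on its median changed the balance of the calls. The counts became 1 at 8 h, 9 at 16 h (0 higher, 9 lower), 249 at day 1 (183 higher, 66 lower), 11419 at day 2 (5541 higher, 5878 lower) and 13643 at day 4 (6684 higher, 6959 lower), so that 49.0% of the calls at day 4 were gains, against 81.0% without centring. Quantile normalisation gave 68.5% gains at day 1, 51.8% at day 2 and 50.2% at day 4. Both steps equalise the medians of the columns, which pushes gains and losses towards balance. These shares are therefore no evidence on the direction of the change.

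The recovered libraries allowed a test against 8 h at the 24727 regions. With limma, at an adjusted p under 0.05 and a change above 1 on the log2 scale, 2 regions changed at 16 h (1 higher, 1 lower), 1330 at day 1 (1326 higher, 4 lower), 9705 at day 2 (9390 higher, 315 lower) and 9581 at day 4 (7827 higher, 1754 lower). An F test of any difference between 8 h and day 4 gave 14908 regions. The count at 16 h moved most, to 217 with quantile normalisation, and that at day 1 fell to 185 with a pseudocount of 0.15 RPM. Centred on their medians, the libraries gave 130 regions at 16 h (82 higher, 48 lower), 509 at day 1 (383 higher, 126 lower), 7224 at day 2 (3564 higher, 3660 lower) and 8330 at day 4 (4205 higher, 4125 lower).

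The regions had been divided by the time course of GATA6 binding into 11875 Early&Constant (28.0%), 14243 Late (33.6%) and 16285 Transient regions (38.4%), with median widths of 760, 410 and 514 bp. Introns held 47.3%, 51.3% and 43.7% of them, and promoters 8.63%, 9.16% and 10.4%. Asking in which chromatin context each kind of binding took place, Late regions were closed at d0 in 81.4% of cases against 51.2% of the others (odds ratio 4.19, 95% confidence interval 3.99 to 4.39). Transient regions belonged to the most accessible class in 12.5% of cases against 4.28% (odds ratio 3.19, 2.95 to 3.44). Defining accessible regions as the highest 1 of 10 equal parts of d0 values moved the latter ratio most, to 1.40, and defining closed regions as the lowest 1 of 3 equal parts raised the former to 6.65.

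To see how accessibility evolved in each cluster, the difference of medians was taken between columns. Early&Constant regions had gained 0.67 by day 1, more than the spread of the day 1 libraries (SD 0.33, n = 3), and 1.10 by day 4 (SD 0.04, n = 2). Late regions had gained 0.22 by day 1 and 1.15 by day 4. Transient regions had gained 0.29 by day 1, which did not exceed the spread of the day 1 libraries (SD 0.32, n = 3), and stood at -0.34 at day 4. At the medians of the Late and Transient sets in the day 4 libraries, which were 24 and 23 reads and 16 and 15 reads, 1 read was worth 0.05 and 0.06 to 0.07 on the log2 scale, and the SD of these n = 2 libraries lay below that resolution. Relative to all regions, the day 1 values were 0.27, -0.17 and -0.11 and the day 4 values 0.54, 0.59 and -0.90 for Early&Constant, Late and Transient regions. Centring thus reversed the sign of the Late and Transient change at day 1, and among the alternatives the pseudocount of 0.15 RPM moved the Late change at day 4 most, to 0.53. The medians of 10000 random lists matched on mean accessibility, as median region changes at day 4, lay between 0.58 and 0.65 for lists of Early&Constant size, 0.42 and 0.48 for Late and 0.49 and 0.54 for Transient size. The observed median region changes were 0.89, 1.00 and -0.22, each outside the range of its lists. The lists were drawn from all regions, those of the set included, and matched on a mean that includes day 4. Lists this large have narrow ranges, so lying outside them adds little to the medians themselves.

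The time courses differed in shape. Median accessibility of Early&Constant regions went from 0.12 RPM at d0 to 0.403 RPM at day 2 and 0.290 RPM at day 4, and 64.2% of them were more than 2-fold higher at day 2 against 44.8% at day 4. Late regions started at 0.0396 RPM and reached 0.0962 RPM at day 2 and 0.124 RPM at day 4, with 37.7% and 49.9% more than 2-fold higher. Transient regions went from 0.112 RPM to 0.143 RPM at day 1, 0.134 RPM at day 2 and 0.0825 RPM at day 4, when 17.8% were more than 2-fold lower. In the recovered libraries the Early&Constant median at 8 h was -2.76 ± 0.37 (log2 RPM with pseudocount, SD, n = 3) and at day 2 it was -1.17 ± 0.26 (n = 3), a difference of 1.59 (exact permutation p = 0.1). At 16 h the difference was 0.32 (exact p = 0.5). For Late regions the difference from 8 h was 0.15 at day 1 (exact p = 0.8), 0.81 at day 2 and 1.10 at day 4 (exact p = 0.1 for each). For Transient regions it was 0.32 at day 1 (exact p = 0.4) and -0.32 at day 4 (exact p = 0.4), neither beyond what other splits of the libraries gave. Clusters were also compared within each library, which lessens the weight of library totals but does not remove it on a scale with a pseudocount. Early&Constant minus Transient rose against 8 h by 0.24 at 16 h, 0.38 at day 1 and 1.47 at day 4, Late minus Early&Constant changed by -0.35 at 16 h, and the latter rose by 0.72 from day 2 to day 4 (exact p = 0.1 for each). After correction for the 150 comparisons of this kind the lowest adjusted p was 0.231, and none passed 0.05.

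**Figure D2:**
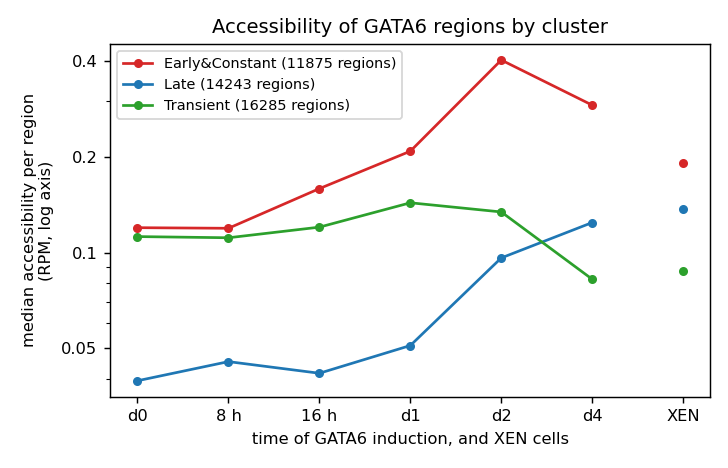
Median accessibility per region (authors' averages in RPM, logarithmic vertical axis) at each time of GATA6 induction and in XEN cells for the 3 GATA6 clusters. Early&Constant regions peak at 0.403 RPM at day 2, Late regions rise from 0.0396 to 0.124 RPM at day 4, and Transient regions are at 0.0825 RPM at day 4.

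Accessibility at d0 was set against the change that followed. Closed Early&Constant regions had a median region change of 1.48 at day 2 and 1.13 at day 4 (0.79 and 0.61 relative to all regions). Closed Late regions had 0.72 and 1.07 (relative 0.03 and 0.55), and closed Transient regions 0.32 and 0.03 (relative -0.37 and -0.48). The gain of closed Late regions at day 2 thus depends on the scaling. At regions of the most accessible class the day 4 change was 0.33 for Early&Constant, 0.78 for Late and -1.10 for Transient regions, or -0.19, 0.27 and -1.62 relative to all regions. Of these accessible Transient regions, 53.2% were more than 2-fold lower at day 4. By the marks of ES cells, active enhancers changed by -0.41 at day 4 (-0.92 relative to all regions). Regions of facultative heterochromatin changed by 0.83 (relative 0.31) and regions without marks by 0.88 (relative 0.37).

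SOX17, an endoderm TF, had a peak at 18861 regions (44.5%): 72.6% of Early&Constant, 53.4% of Late and 16.2% of Transient regions. To ask whether its recruitment went with more opening, the difference of medians between regions with and without SOX17 was compared between d0 and day 4. It increased by 0.68 at Early&Constant, by 0.91 at Late and by 0.33 at Transient regions. The SD over the day 4 libraries (0.03 for each, n = 2) was below the worth of 1 read at the medians of regions without SOX17 (0.05 at Early&Constant, 0.07 to 0.08 at Late and Transient regions). Giving equal weight to deciles of d0 accessibility moved the Transient value most, to 0.76. As median region changes at day 4, regions with and without SOX17 had 1.10 and 0.48 in the Early&Constant, 1.42 and 0.62 in the Late and 0.17 and -0.27 in the Transient cluster. Relative to all regions these were 0.59 and -0.04, 0.91 and 0.11, and -0.35 and -0.78. Over the recovered libraries the difference from 8 h to day 4 was 0.74, 0.95 and 0.43 in the same order, each with an exact permutation p of 0.1. Transient regions with SOX17 had changed by 0.85 at day 2 (0.16 relative to all regions). In XEN cells the order of the Transient sets was reversed, with -0.49 with and -0.16 without SOX17. It was kept at Early&Constant (0.53 and 0.35) and Late regions (1.24 and 1.05).

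PTF (OCT4, SOX2 and ESRRB) were bound at d0 at 8841 regions (20.8%), of which 60.0% were Transient. At 7038 others (16.6%), they bound only after induction. This ectopic binding covered 36.3% of Early&Constant regions, and 61.3% of ectopic regions were Early&Constant. To ask whether ectopic binding went with faster opening, these regions were compared at day 2 with the 26524 regions without PTF. Their median went from 0.0968 RPM at d0 to 0.425 RPM at day 2, and 78.3% were more than 2-fold higher. The difference from regions without PTF grew by 1.14 (SD 0.13 over the day 2 libraries, n = 3), and by 0.79 under quantile normalisation, the alternative that moved it most. From 8 h to day 2 the recovered libraries gave 1.23 (exact permutation p = 0.1). As median region changes, ectopic regions stood at 1.65 at day 2, 1.27 at day 4 and 0.58 in XEN cells, and regions without PTF at 0.58, 0.55 and 0.61. Relative to all regions these were 0.96, 0.75 and 0.18, and -0.11, 0.04 and 0.21. Early&Constant regions made up 61.3% of ectopic regions but 16.1% of those without PTF, and Late regions 20.4% and 47.3%. The median region change at day 2 was 1.28 at Early&Constant and 0.75 at Late regions. PTF classes were not compared within clusters, so a part of the difference may come from the mix of clusters. The ectopic class also rests on peaks that appeared during induction.

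Regions bound by PTF at d0 lost accessibility between day 2 and day 4. Their median region change was 0.30 at day 1, 0.28 at day 2, -0.44 at day 4 (-0.96 relative to all regions) and -0.64 in XEN cells. Relative to all regions the day 1 and day 2 values were -0.02 and -0.41, so that their sign depends on the scaling. Their median went from 0.247 RPM at d0 to 0.156 RPM at day 4. The difference from regions without PTF fell by 1.23 from d0 to day 4 (SD 0.02 over the day 4 libraries, n = 2, below the 0.04 that 1 read was worth at the median of the bound regions), and by 0.68 with a pseudocount of 0.15 RPM, which moved it most. In the recovered libraries it fell by 1.02 from 8 h to day 4 (exact permutation p = 0.1). Transient regions made up 60.0% of the bound regions and 36.5% of those without PTF, and the classes were not compared within clusters.

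**Figure D3:**
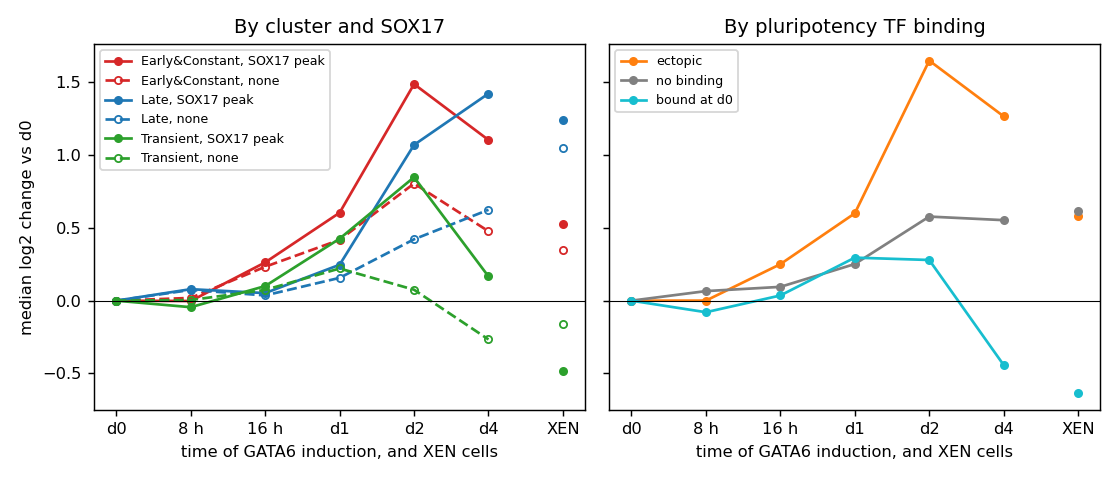
Median log2 change against d0 (authors' averages, pseudocount 0.03 RPM) over the time course and in XEN cells, on the left for regions with (solid lines, filled points) and without a SOX17 peak (dashed lines, open points) in each cluster, on the right by PTF binding. At day 4 Late regions reach 1.42 with and 0.62 without SOX17, and ectopic PTF regions peak at 1.65 at day 2 while regions bound at d0 fall to -0.44 at day 4.

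Oct4 knockdown during induction had decreased GATA6 binding at 2651 regions and increased it at 3636, with 36116 unchanged. Of the decreased regions 49.5% were Early&Constant and 44.7% Transient, whereas 75.1% of the increased regions were Late. It was asked whether regions that needed OCT4 were those that opened most at day 2. The difference of medians, decreased minus increased, grew by 0.26 from d0 to day 2 (SD 0.14, n = 3) and by only 0.03 under quantile normalisation, the alternative that moved it most. Within Late regions the median region change at day 2 was 2.23 at 153 decreased and 0.90 at 2731 increased regions. Within Early&Constant regions it was 1.45 and 1.39, and within Transient regions 0.85 and 0.34, where only 47 regions were increased. The gap thus differed between clusters, which the pooled difference does not show. The sign of the pooled difference depended on the time point. In the recovered libraries, decreased minus increased rose against 8 h by 0.42 at 16 h, 0.64 at day 1 and 0.36 at day 2, and fell by 1.18 at day 4 (exact permutation p = 0.1 for each). Median region changes of decreased regions were 0.61 at day 1, 1.21 at day 2, 0.33 at day 4 and -0.11 in XEN cells, and those of increased regions 0.23, 1.01, 1.52 and 1.5. Relative to all regions they were 0.30, 0.52, -0.18 and -0.51 at decreased and -0.08, 0.32, 1.01 and 1.10 at increased regions, so that the sign at day 4 for the former and at day 1 for the latter depends on the scaling.

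XEN cells served as the endpoint of the differentiation. Against d0, 15483 regions were past 2-fold (11738 higher, 3745 lower), and against day 4 there were 8372 (2898 higher, 5474 lower). Median-centred, the split was 6106 higher and 7532 lower against d0, and with quantile normalisation it was 8007 and 7713 against d0 and 3818 and 3904 against day 4. A pseudocount of 0.15 RPM reduced the count against day 4 to 2580. The lowest value of a column, which holds the added read, was 0.0133 RPM in XEN cells. It was 0.00517 RPM at d0 and 0.00518 RPM at day 4. Subtracting these minima lowered the median XEN change over all regions from 0.40 to 0.31 against d0. Against day 4 it went from -0.09 to -0.20, with 2722 regions higher and 6772 lower. In the recovered libraries limma called 4861 regions between XEN cells and day 4 (1209 higher, 3652 lower), and 4957 (2430 higher, 2527 lower) after quantile normalisation. XEN cells and KH2 cells also differ in strain and growth conditions, so that these counts do not separate the stage from the line. The median region change against d0 was 0.46 at Early&Constant regions, where day 4 had 0.89, 1.13 at Late regions, where day 4 had 1.00, and -0.20 at Transient regions. Over the libraries, the XEN median differed from day 4 by -0.71 at Early&Constant and by -0.02 at Late regions (exact permutation p = 0.333, the smallest possible, and p = 1). The change against d0 also differed between chromosomes. Its median was 0.16 on chromosome 11 and 0.82 on chromosome 16 in XEN cells, while at day 4 chromosome medians of the autosomes ranged from 0.45 to 0.57.

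**Figure D4:**
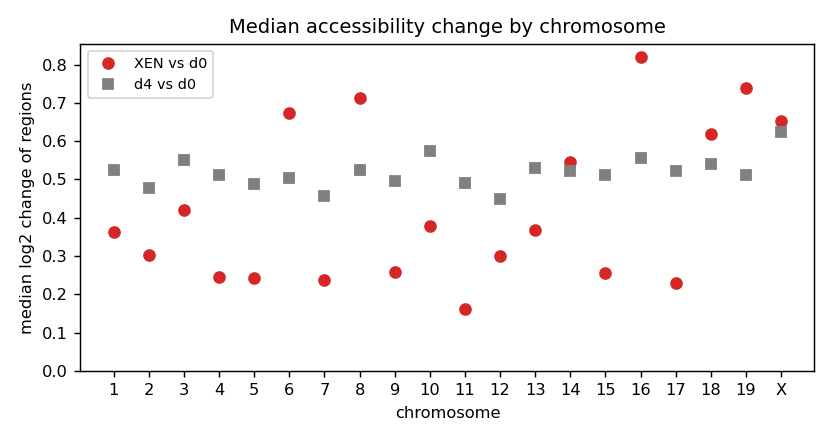
Median log2 change against d0 of the regions on each chromosome (vertical axis from 0, authors' averages), in XEN cells (circles) and at day 4 (squares). In XEN cells the autosomes span 0.16 (chromosome 11) to 0.82 (chromosome 16), and at day 4 they span 0.45 to 0.57.

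Single regions were named by a fixed rule, and their positions are on mm10. The largest gains at day 4 were at closed Late regions with SOX17 and ectopic PTF binding, all intergenic. The region at chromosome 3, 145685649 to 145686617, 36.2 kb from the transcription start of Ccn1, went from 0.0473 RPM at d0 to 1.03 RPM at day 2 and 1.10 RPM at day 4, a log2 change of 3.87 (3.31 relative to all regions), and had 0.784 RPM in XEN cells. Its best GATA6 motif match was CGGAGCTAAGAAG at 145686602 to 145686614 (score 7.96). The next, at chromosome 6, 15466369 to 15467755, lies 254 kb from Mdfic and went from 0.0956 to 1.75 RPM, a log2 change of 3.82 (3.26 relative to all regions). Its libraries had 32, 21 and 7 reads at 8 h and 321 and 350 reads at day 4, and its motif was CTGTGATAAGGTG at 15466764 to 15466776 on the minus strand (score 9.67). At chromosome 17, 15174505 to 15174979, 133 kb from Gm3448, accessibility went from 0.0333 RPM to 1.01 RPM at day 2 and 0.854 RPM at day 4 (log2 change 3.80, relative 3.25), against 0.0924 RPM in XEN cells. On Oct4 knockdown GATA6 binding was classed as increased at the region near Ccn1, unchanged at that near Mdfic and decreased at this one.

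The largest losses were at Transient regions bound by PTF at d0. An intronic region of Sgo2b at chromosome 8, 63929485 to 63930074, went from 0.365 RPM to 0.0232 RPM at day 4 (log2 change -2.89, relative -3.45), with 52, 91 and 53 reads in the 8 h libraries and 4 and 3 in those of day 4. A region at chromosome 14, 63500201 to 63500951, at the promoter of an alternative transcript within Tdh, went from 0.634 to 0.0597 RPM (-2.89, relative -3.45). An intergenic region at chromosome 12, 73085773 to 73086613, 27.3 kb from Six4, went from 0.847 to 0.0910 RPM (-2.86, relative -3.42), with 136, 229 and 130 reads at 8 h and 15 and 18 at day 4. The largest Early&Constant gain, 3.65 (relative 3.09), was at an intergenic region at chromosome 2, 161135977 to 161137529, 27.7 kb from Chd6, from 0.10 to 1.60 RPM, where GATA6 binding increased on Oct4 knockdown. Among Transient regions it was 3.06 (relative 2.51) at a coding exon of Acvr1b, chromosome 15, 101201904 to 101202255, from 0.0419 to 0.571 RPM, with 0.106 RPM in XEN cells and decreased GATA6 binding on Oct4 knockdown.

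At genes of the endoderm programme, the region with the highest mean within 100 kb gained at day 4 in each case. That mean includes the day 4 column, so the choice favours regions that gain. The regions chosen for Gata4 and Sox7 lie 67.0 and 58.5 kb from the transcription starts of these genes. The Gata6 promoter region (chromosome 18, 11051211 to 11053515) went from 0.860 to 3.49 RPM (log2 change 1.98, relative 1.43) and had 1.85 RPM in XEN cells. A closed intergenic region 40.4 kb upstream of Sox17 (chromosome 1, 4536608 to 4538990), with the motif GTAAGATAAGGAA, went from 0.243 RPM at d0 to 0.463 RPM at 16 h, 3.32 RPM at day 2 and 2.34 RPM at day 4 (3.12, relative 2.56). Its libraries had 0.206, 0.197 and 0.0997 RPM at 8 h and 2.01 and 2.65 RPM at day 4. The regions chosen for Gata4 (chromosome 14, 63338108 to 63339256, in an intron of Gm5463), Pdgfra (chromosome 5, 75142815 to 75145699, in an intron of Gm19583) and Sox7 (chromosome 14, 64001160 to 64003240, in an intron of Rp1l1) changed by 1.71, 1.64 and 1.35 (relative 1.15, 1.08 and 0.79), and the last was at 0.16 in XEN cells (relative -0.33). At genes of pluripotency, an intronic region of Esrrb (chromosome 12, 86394997 to 86395779) changed by -1.87 (relative -2.43), from 0.544, 0.606 and 0.446 RPM in the 8 h libraries to 0.0854 and 0.0962 RPM at day 4. An intronic region of Tfcp2l1 (chromosome 1, 118647898 to 118650515) rose from 1.75 RPM to 2.58 RPM at day 2 and was at 0.875 RPM at day 4 (-0.98, relative -1.54). Near Nanog, a region in an intron of Slc2a3 (chromosome 6, 122764563 to 122766936) changed by 0.53 at day 2 and -0.13 at day 4 (relative -0.69). Relative to all regions, the day 2 changes at Tfcp2l1 and Nanog were -0.28 and -0.30, so their sign at day 2 depends on the scaling.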

Values the study reported

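On Oct4 knockdown, the study reported reduced binding of GATA6 and SOX17 at 2651 regions and stronger binding at 3636 regions. It also reported that 485 genes were downregulated and 273 upregulated at day 2 when Oct4 was depleted.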

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

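The tests in this part on recovered libraries, their splits included, the subtraction of column minima and the centring of chromosomes were chosen after the results were seen. The other alternatives were fixed beforehand.

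The direction of the cluster changes at day 4, of the SOX17, ectopic PTF, PTF d0 and OCT4 differences and of both odds ratios was the same under each alternative run for them. Over these alternatives, Early&Constant regions changed at day 4 by 0.45 to 1.24, Late regions by 0.53 to 1.52 and Transient regions by -0.90 to -0.17. Restricting to autosomes left 12 of 12 set results within 1 SD of the libraries, and leaving out the lowest 25% of regions left 13 of 13 counts within 1.5 times of those reported. For Late regions at day 1 and for Late, Transient, SOX17 and PTF d0 results at day 4, this SD is below the worth of 1 read at a set median (for example 0.06 to 0.07 at Transient regions at day 4), so results listed as moved there may have moved by less than the libraries resolve, and the closeness of others shows no stability. The results that moved further are given next by alternative, and unless stated the cause was not tested.

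Median-centring gave 1, 9 and 249 regions past 2-fold at 8 h, 16 h and day 1, and 130 and 509 regions at 16 h and day 1 in recovered libraries. The cluster changes (Early&Constant, Late, Transient) became 0.27, -0.17 and -0.11 at day 1, the last pair reversed, and 0.54, 0.59 and -0.90 at day 4. Centring subtracts the same shift, 0.39 at day 1 and 0.56 at day 4, from each set, so differences between sets cannot move with it. Quantile normalisation gave 1, 11, 184 and 8835 regions at 8 h, 16 h, day 1 and day 2, and 217, 496 and 5813 in recovered libraries at 16 h, day 1 and day 2. It gave cluster changes of 0.22, -0.0150 and -0.14 at day 1, the last pair reversed, and 0.45, 0.68 and -0.89 at day 4, SOX17 differences of 0.56, 0.74 and 0.22, an ectopic PTF difference of 0.79, a PTF d0 difference of -1.32 and an OCT4 difference of 0.0346.

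A pseudocount of 0.006 RPM gave 14, 33 and 4030 regions at 8 h, 16 h and day 1 and 7 at 16 h in recovered libraries. The Late change at day 1 was 0.32, the cluster changes at day 4 were 1.24, 1.52 and -0.42, the SOX17 differences at Late and Transient regions 0.97 and 0.42, and the PTF d0 difference -1.49. With 0.15 RPM there were 0, 179, 8333 and 6887 regions at 16 h, day 1, day 2 and day 4, 5355 in XEN cells against d0 and 2580 against day 4. In recovered libraries there were 1, 185, 4968 and 4028 regions at 16 h, day 1, day 2 and day 4, and 1867 between XEN cells and day 4. The Late change at day 1 was 0.0849, the cluster changes at day 4 were 0.71, 0.53 and -0.17, the SOX17 differences 0.58, 0.58 and 0.15, the ectopic PTF difference 0.89 and the PTF d0 difference -0.68. A pseudocount above the median d0 value of 0.0777 RPM compresses the changes of most regions. Subtracting the column minimum, which holds the added read, gave 1 region at 8 h, a Late and Transient change at day 4 of 1.21 and -0.35 and a PTF d0 difference of -1.27, with 15 of its results the same.

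Means in place of medians gave cluster changes at day 4 of 0.93, 1.10 and -0.28, SOX17 differences of 0.64, 0.79 and 0.40, an ectopic PTF difference of 1.00 and a PTF d0 difference of -0.97. Matching on d0 accessibility gave SOX17 differences of 0.79, 0.68 and 0.76 and a PTF d0 difference of -0.80. With closed and accessible regions defined by the lowest 1 of 3 and highest 1 of 10 equal parts of d0 values, the odds ratios were 6.65 and 1.40, and with these taken after division by width 5.48 and 2.43.

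In recovered libraries, an adjusted p under 0.01 with limma gave 0 regions at 16 h (1480 at an unadjusted p under 0.05), 410 at day 1 and 2671 between XEN cells and day 4. Fits of only the compared groups gave 0 regions at 16 h (844 at an unadjusted p under 0.05) and 565 at day 1. Across fits that each left out one library, the count ranged from 0 to 7 at 16 h (6 fits, with 1117 to 2341 regions at an unadjusted p under 0.05), from 135 to 2129 at day 1 (6 fits), from 8400 to 10916 at day 2 (6 fits), from 8883 to 10212 at day 4 (3 fits) and from 12668 to 16289 for the F test (12 fits). The day 1 count was 157 without the 8 h library of lowest total, 135 without the day 1 library of highest total, 547 without that of middle total and 1683 without that of lowest total. The F test ranged from 12858 to 16897 regions over its other alternatives, and dropping the trend or the minimum change left all results within 1.5 times.

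Of the 10 splits of the 6 libraries of 8 h and 16 h, 3 gave as many regions as the real one, itself included, and the largest count among the others was 418. For day 1 and for day 2 only the real split, 1 of 10, gave as many. For the F test 1 of 100 splits drawn, the real one, gave as many, and the next gave 7691. With 10 splits the share cannot be under 0.1, so the counts of single contrasts have no check beyond it.

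For the 16 named regions, 48 of 80 values at day 4 moved and 32 did not, and none changed sign. The 16 values under median-centring and the 16 under quantile normalisation were among those that moved.

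No paired analysis was possible because the averaged columns carry no replicate numbers and the recovered libraries carry no labels. TMM and DESeq2 normalisation and edgeR were not run, nor were the trend, adjusted p, minimum change, compared-groups, left-out-replicate and F test alternatives on the averaged columns, which hold no replicates. Leaving out a library of day 4 or of the XEN pair was not run because it would leave a single library. Whether the depth of the XEN library with 43.3 M reads limits the counts between XEN cells and day 4 was not tested.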

Other observations

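Of the tests in this part, only that on the sides of the chromosomes was chosen before its result was seen, and all others were chosen afterwards.

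In XEN cells the change against d0 differed between whole chromosomes. The SD of autosome medians was 0.205 in XEN cells and 0.0320 at day 4, a ratio of 6.41. Chromosomes 16 (0.82), 19 (0.74), 8 (0.71), 6 (0.67), 18 (0.62) and 14 (0.55) had the higher medians among autosomes, and chromosome X had 0.65, but at day 4 it also had 0.62, above the autosomes, so its value is not particular to XEN cells. Over autosomes the Transient and Late medians moved together (Pearson's r 0.911, against -0.336 at day 4), which a different mix of clusters on each chromosome would not give. After subtracting the median of 20 bins of GC content, 0.946 of the spread was left. This is weak evidence, since GC content was not compared between chromosomes. After subtracting bins of d0 accessibility and width 0.838 was left. The pattern was in both recovered XEN libraries, each set against another day 4 library (r 0.981 over 11 autosomes, with SDs of 0.184 and 0.207, against r 0.726 with SDs of 0.0270 and 0.0314 for day 4 against day 2), so the size of the spread sets XEN cells apart more than the correlation does. Only 2 of the chromosomes with high medians, 6 and 8, are among these 11, since chromosomes 14, 16, 18 and 19 are not among the 12 chromosomes with recovered reads. Over the other 9 r was 0.833, with SDs of 0.0377 and 0.0732, so the check per library rests mainly on chromosomes 6 and 8. Medians of the 2 sides of a chromosome, split at the median position of its regions, also moved together in XEN cells (r 0.80 over 19 autosomes, against -0.425 at day 4), so the pattern was not tied to a stretch of each chromosome. A candidate explanation is that XEN cells carry extra or missing copies of whole chromosomes, which would scale all reads of a chromosome alike. Strain differences from the reference were not tested and cannot be told apart from this, nor can an effect of GC content. No genomic input of the XEN cells was analysed here. Centring each chromosome gave 13253 regions past 2-fold against d0 (5982 higher, 7271 lower) and 7648 against day 4, where centring each whole column gave 13638 (6106 higher, 7532 lower) and 8213. How many regions were called in both was not counted.

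Accessibility fell from day 2 to day 4 at 65.8% of regions (median change -0.24), but not alike in each cluster. It fell at 80.7% of Early&Constant (median -0.40) and 83.8% of Transient regions (-0.50) and at 32.9% of Late regions (median 0.21). The log2 total of the recovered regions differed by -0.40 between day 4 and day 2 libraries (two-sided exact permutation p = 0.2, where 0.1 is the smallest possible), so the common part of the fall cannot be told apart from differences in the share of reads in these regions. Late minus Early&Constant rose by 0.72 (largest SD 0.04 between libraries of day 2 or day 4, below the 0.05 to 0.06 that 1 read was worth at the Late median of day 2, and 0.29 over all groups), but on a scale with a pseudocount a factor per library can move this difference too. After scaling all libraries to the same total it still rose by 0.63 (largest SD over all groups 0.19), so a single factor per library set by the total does not account for it. Late minus Early&Constant was 0.62 before and 0.58 after subtracting GC bins, which is weak evidence, since the sets hardly differ in median GC content (44.4% and 44.7%). An effect of GC content cannot be told apart. A redistribution of accessibility from Early&Constant and Transient to Late regions after day 2 may underlie this part, as a hypothesis.

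Regions where Oct4 knockdown increased GATA6 binding opened later than those where it decreased it. The median region change from day 2 to day 4 was 0.44 at increased and -0.89 at decreased regions, 1.33 apart. Much of this could come from the share of Late regions, which make up 75.1% of the increased class, but within Early&Constant regions the distance was 0.90 and within Late regions 1.03, although only 153 Late regions were decreased. It was 1.08 after subtracting bins of d0 accessibility and width, and 1.28 after subtracting GC bins, which is weak evidence because the median GC content of the classes was close (44.0% increased, 45.0% decreased). In the recovered libraries decreased minus increased fell by 1.55 from day 2 to day 4 (-1.55, largest SD 0.14 at these time points). The difference was still present after each of these steps, but an effect of GC content cannot be told apart. A hypothesis is that the GATA6 regions that depend on OCT4 close as OCT4 declines, while those that gain GATA6 in its absence are normally occupied only later. The knockdown class rests on GATA6 binding at day 2, and accessibility after knockdown was not analysed here, so these data do not test the dependence itself.

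At closed regions a better GATA6 motif went with less opening. Among 24197 closed regions with a motif score, Spearman's rho between the score and the change at day 4 was -0.14, across regions, which are not independent replicates. This relation and that for SOX17 were picked from 16 correlations (4 motifs in 4 sets). The strongest of the 16 was for the OCT:SOX motif in closed Transient regions (rho -0.20), with -0.12 over all closed regions. From the lowest to the highest of 4 equal parts of the scores the median change was 0.94, 0.89, 0.72 and 0.59, while the share of Late regions was 61.6%, 47.6%, 35.4% and 26.1%. Within Late regions rho was -0.0599, within Transient regions -0.06 and within Early&Constant regions -0.13, so a part of the relation, but not shown to be all of it, could come from the share of Late regions. Width did not account for it (rho -0.19 averaged over 5 width bins, from -0.23 to -0.12). For the SOX17 motif the sign was opposite, with rho 0.16 over closed regions, 0.16 in Early&Constant, 0.12 in Late and 0.03 in Transient regions, and median changes of 0.68, 0.85, 1.00 and 1.13 over 4 equal parts of the score. Over these parts the share of Late regions went from 40.9% to 47.1%, and with the values within clusters this leaves the mix of clusters unable to account for the relation in Early&Constant and Late regions. Width and GC content were not tested for it.

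From d0 to 8 h the closed regions rose relative to the most accessible ones by 0.15 (difference of median changes). From 8 h to 16 h, where the class was not defined on the first of the columns compared, the same difference was 0.0152. The early step is therefore consistent with regression to the mean, as the classes refer to d0, and need not be a response to GATA6.

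The d0 column did not resolve into libraries. The most frequent difference between its low values recurred 3 times, against 7222 to 187433 times in the other columns. In simulated columns it recurred 48 times with 6 libraries and 3 times with 9, and a candidate explanation is that the d0 column averages more than 3 libraries. A further step of processing in this column alone would look alike, since values shifted at random gave 2, and the explanations cannot be told apart.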
